A study of Mus musculus with 40 samples. Its data were reported in "Maternal Nutrition Induces Pervasive Gene Expression Changes but No Detectable DNA Methylation Differences in the Liver of Adult Offspring" (2014).

How the data were processed

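Whole-brain RNA from 40 male C57BL/6J offspring was measured on Illumina MouseRef-8 v2.0 arrays, 1 array per animal, in 4 groups of 10 (maternal LF or HF diet by post-weaning LF or HF diet). The replicates were separate animals, some of which shared a breeding cage, and groups and cages were taken from the sample labels. Body weights, body length and blood glucose were also taken from the labels. Body mass index was left out because it follows from weight and length.

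The deposited values were fluorescence intensities on the linear scale, which the authors had exported from BeadStudio (version not given in the sources used here) and quantile-normalised over the 40 brain arrays. The sorted columns differed by at most 1.1 units, the values ran from 48.4 to 30357.2, and no background had been subtracted. No detection p-values were used here. Of 25697 probes, 23978 had 1 gene symbol, 1719 had none and 0 had several. Symbols and gene identifiers were read from the array's annotation, which gave an identifier for 23962 probes.

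The intensities were log2-transformed without an offset and were not normalised again. Background was set for each array as the 95th percentile of 1362 probes for olfactory, vomeronasal and taste receptors (81.8 to 91.4, median 87.2). Probes above background in at least 20 of the 40 arrays were kept, which left 14350 probes, 13506 of them with a symbol, for 9926 genes. Between 13588 and 15781 probes were above background per array. Arrays have no read depth, the number of arrays is a limit on the precision, and the median standard error of a log2 difference was 0.072 to 0.0761 between 2 groups and 0.106 for the interaction.

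Each pair of groups was compared in limma (linear model on their 20 arrays, moderated statistic with a mean-variance trend), and the interaction was fitted over all 40 arrays. The Benjamini-Hochberg method controlled the false discovery rate at 0.05 over the kept probes. Gene lists were compiled by hand from general knowledge before the data were examined, 24 for pathways and 18 for cell types, with 1 probe per gene (highest mean). The lists for respiratory complexes, the citrate cycle and nuclear transport were chosen with knowledge of the pathways the study names, and those for innate immunity, cholesterol synthesis and nuclear receptors with RXR are also close to pathways it names, so none of these is independent evidence. Of the 42 lists, 41 had at least 5 measured members and were tested with camera at a preset correlation of 0.01 between genes, adjusted over all lists and the 4 comparisons. Camera with an estimated correlation and the rotation test fry were run beside it. Members were also adjusted within their list alone. That adjustment did not cover the 164 tests of lists and comparisons, over which 15 members passed, so some are expected by chance.

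The genes named, apart from those marked as picked after their values were seen, were fixed by rule before the data were examined. They were the genes that passed or, where none did, the 5 named genes with the smallest p in a comparison, members of lists that passed, and Npy, Cartpt, Hcrt, Pmch, Lss, Sc4mol, Srebf1, Pparg, Nr1d1 and Cebpb. Lepr (2 probes) and Pomc (1 probe) were below background, and Agrp had 0 probes. Probes without a symbol were not named. All probes of a named gene were compared.

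Body measures were compared by permutation of animals (100000 resamples, or all splits where length had 8 animals in HF_HF), adjusted over 16 tests. Whole cages were permuted for maternal diet, and cage means were used as an alternative. The comparisons that share HF_HF were set against 100 simulations of a shared group and 100 random divisions of its animals. Called probes were counted in 20 such divisions.

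Alternatives fixed before the data were examined covered normalisation (cyclic loess, median centring), an offset of 50, the background filter, array weights, a regularised t-test (prior variance from 101 probes of similar level, prior weight 10), a plain t-test, the cage as a random or fixed block, cage means, each cage left out in turn, arrays that stand apart left out (mean correlation more than 3 median absolute deviations below the median), and 1 model of all arrays. Principal components as covariates, diet effects averaged over the other diet, and list tests of the interaction were added after the data were seen. The 20 or 40 arrays were also divided at random into groups of the same size, and whole cages were reassigned where possible. The real grouping was counted as 1 of the 100 divisions.

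The fit was tested on simulated data, in which 200 of 14350 probes were changed by known amounts in 20 shuffled sets of the real residuals. Each set mixed changes of 1.1-, 1.2-, 1.3-, 1.5- and 2-fold, and the larger ones eased the threshold for the smaller. Sets with small changes alone were not simulated. At 1.2-fold 31.6% to 36.9% of changed probes were called between 2 groups, at 1.3-fold 62.9% to 68.1%, at 1.5-fold 86.9% to 89.5% and at 2-fold 96% to 98.2%. For the interaction the shares were 18%, 41.2%, 76.5% and 92.2%. The median number of unchanged probes called was 0 to 1, but single sets reached 291 between 2 groups and 1961 for the interaction. R 4.3.3, limma 3.58.1, statmod 1.5.0, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used.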

Results

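Male offspring of dams fed a low-fat (LF) or a high-fat (HF) diet received the LF or the HF diet after weaning, and whole-brain RNA of 10 animals per group was compared on arrays. Groups are named by the maternal diet and then the post-weaning diet (LF_LF, LF_HF, HF_LF and HF_HF). The animals came from 12 breeding cages, 6 for each maternal diet, and 5 of these cages supplied animals for both post-weaning diets. Where animals are counted, they are those of the first-named group on the stated side of the mean of the other.

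Early body weight, a measure of growth up to weaning, was higher after maternal HF feeding. At 3 weeks, HF_LF animals weighed 10.9 ± 0.836 g (SD) and LF_LF animals 9.57 ± 0.937 g, a rise of 14.2% that was seen in all 10 animals (permutation adjusted p = 0.0107). HF_HF animals weighed 11.6 ± 1.25 g and LF_HF animals 9.18 ± 1.00 g, a rise of 26.5% in all 10 (permutation adjusted p = 0.00176). When whole cages were permuted, p was 0.0714 over 126 splits for the offspring fed LF and 0.0286 over 70 splits for those fed HF.

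Post-weaning diet raised the second body weight given in the sample labels. It was 30.3 ± 1.86 g in LF_HF and 24.7 ± 1.15 g in LF_LF (22.8% higher), and 30.5 ± 1.68 g in HF_HF and 23.7 ± 1.81 g in HF_LF (28.6% higher). All 10 animals fed HF lay above the mean of the LF-fed group in both comparisons (permutation p = 2e-05, the smallest possible, adjusted p = 0.00016). This weight is labelled as a weaning weight, but its range of 20.4 to 34.1 g is far above the 3-week weights, and the labels do not settle the age at which it was taken. Body length rose by 2.6 mm from 99.7 ± 1.34 mm in offspring of LF-fed dams (9 of 10 animals, permutation adjusted p = 0.0171). In offspring of HF-fed dams it rose by 4.63 mm from 98.0 ± 2.06 mm (all 8 measured HF_HF animals, exact adjusted p = 0.000488). For maternal diet neither the second weight (adjusted p = 0.286 and 0.805) nor length (adjusted p = 0.117 and 0.805) passed. Blood glucose passed in no comparison and was lowest in HF_HF (188 ± 42.9 mg/dl) and highest in LF_HF (222 ± 29.3 mg/dl, difference -33.3 mg/dl, adjusted p = 0.117).

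**Figure D1:**
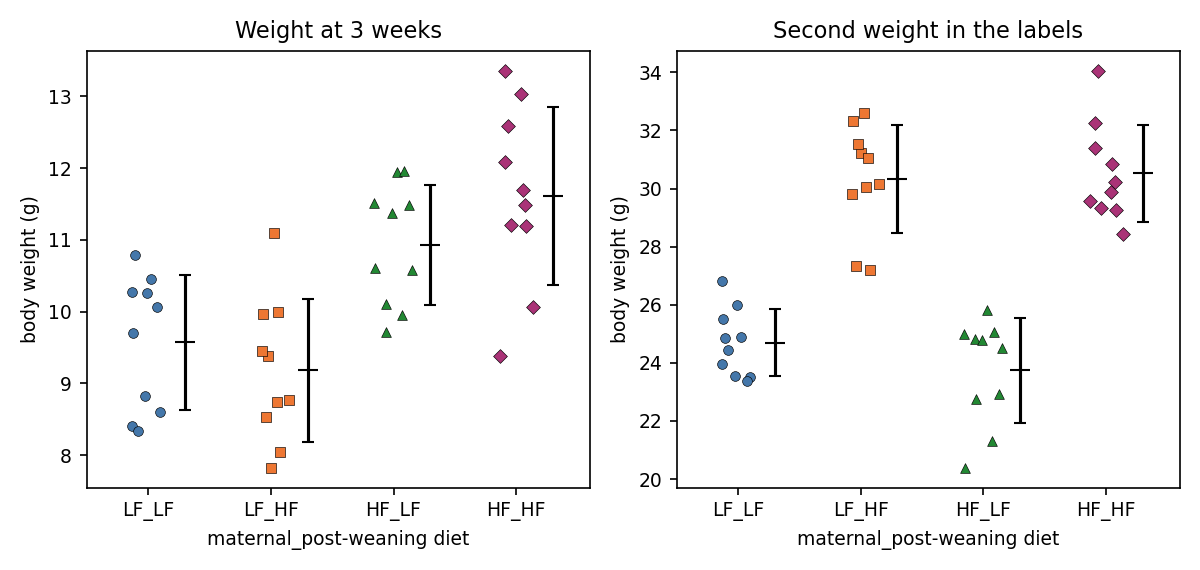
Body weight in g of each animal (points) by group, at 3 weeks (left) and for the second weight in the labels (right), with mean and SD beside the points. The 3-week weight is higher on average after maternal HF feeding, with overlap between single animals, and the second weight separates by post-weaning diet.

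The main differences among the 40 brain profiles were not between diet groups. The first principal component held 54.8% of the variance and the second 14.3%, and animals of all 4 groups were spread along both. Correlations between arrays ran from 0.922 to 0.997, with the same median (0.982) within groups as among all arrays. Of 14350 probes above background, 11420 were above it in every array.

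**Figure D2:**
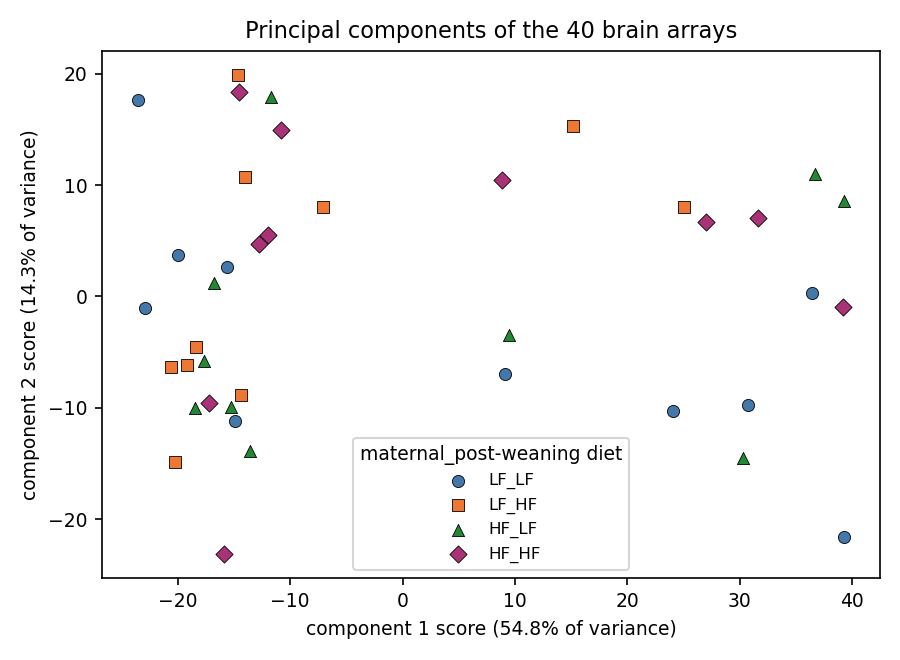
Scores of the 40 brain arrays (points) on the first and second principal components, coloured by maternal and post-weaning diet. The groups overlap, and some arrays of every group lie far to the right on the first component, which holds 54.8% of the variance.

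Maternal HF feeding in offspring fed LF came with higher glucocorticoid-responsive transcripts, the genes through which corticosterone acts on brain cells. Of 15 glucocorticoid targets 10 were higher and 5 lower in HF_LF than in LF_LF (median log2 difference 0.13), and the mean level was 9.38 ± 0.11 against 9.22 ± 0.17 (SD, n = 10 per group), higher in all 10 animals. Without cage 6 the median was 0.05. The list passed at a preset correlation between genes (adjusted p = 1.78e-07, and adjusted p = 0.263 with an estimated correlation). Tested within the list alone, 4 members rose: Map3k6 (0.27, SE 0.059, adjusted p = 0.00284), Plin4 (0.68, SE 0.18, 1.6-fold, adjusted p = 0.00936), Sult1a1 (0.45, SE 0.13, 1.36-fold, adjusted p = 0.00936) and the corticosteroid receptor chaperone Fkbp5 (0.33, SE 0.096, adjusted p = 0.00981). The remaining 11 did not pass. Such calls within a list alone, here and later, were not adjusted over the other lists, and no member passed over all probes.

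Immediate early genes, transcribed within minutes of neuronal activity, fell in the same comparison. Of 19 members 15 were lower and 4 higher (median -0.13), with a mean level of 8.89 ± 0.18 in HF_LF and 9.05 ± 0.17 in LF_LF, lower in 8 of 10 animals (adjusted p = 8.54e-06, and adjusted p = 0.446 with an estimated correlation). Over 20 alternative settings the median ran from -0.18 to -0.07. Egr2 (-0.52, SE 0.17), Fos (-0.44, SE 0.20) and Junb (-0.25) had the smallest p, though no member passed. Here and below, members that did not pass were picked as examples after their values were seen, and they are not always those with the smallest p. Choroid plexus markers were lower beside them in all 12 genes (median -0.25, lower in 5 of 10 animals, adjusted p = 0.000342, and adjusted p = 0.968 with an estimated correlation), Ttr by -0.84 (SE 0.84). Markers of oligodendrocytes and myelin were lower in 16 of 17 genes (median -0.08, lower in 4 of 10 animals, adjusted p = 0.0171, and adjusted p = 0.995 with an estimated correlation). The choroid plexus call was lost without cage 4, 6 or 23 (adjusted p 0.1 to 0.183) and the oligodendrocyte call without cage 4, 6, 12 or 23 (adjusted p 0.0556 to 0.913), with an oligodendrocyte median of 0.02 without cage 23 and -0.05 without cage 6. Over all 20 alternative settings the oligodendrocyte call was kept in 11. Without cage 1 the oligodendrocyte median was -0.20, and without cage 8 the choroid plexus median was -0.43. Without the arrays that correlated least with the rest, the oligodendrocyte median was 0.02 and the choroid plexus median -0.08 (adjusted p = 0.911 and 0.718). The oligodendrocyte call was also lost with the first principal component as a covariate (adjusted p = 0.0852), a setting that was added after the data were seen and is given below wherever it lost a call. The shifts that this setting added are named in the part on processing.

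No single gene passed for maternal diet in offspring fed LF. limma called 0 of 14350 probes, 198 had an unadjusted p under 0.05 (120 up, 78 down), and a regularised t-test and a plain t-test also called 0. By chance 718 are expected on average, but other random divisions of these arrays gave a median count of 331. The smallest p values belonged to Map3k6 (7.53 ± 0.12 against 7.26 ± 0.13, p = 0.00019, higher in 10 of 10 animals), Xdh (0.28, SE 0.073, p = 0.000947), Plin4 (8.78 ± 0.51 against 8.10 ± 0.36, p = 0.00136), Sult1a1 (p = 0.00187) and Net1 (0.28, SE 0.080, p = 0.00196, 0.25 and p = 0.0123 for its other probe), each with an adjusted p of 1. Among feeding peptides, Npy differed by 0.03, Cartpt by -0.29 (SE 0.31), Hcrt by 0.29 (SE 0.57) and Pmch by -0.55 (SE 0.86), with p of 0.352 or more. The cholesterol synthesis genes Lss (0.05) and Sc4mol (0.07), the lipid regulators Srebf1 (-0.04) and Pparg (0.17), Nr1d1 (-0.01) and Cebpb (0.03) had p of 0.131 or more.

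In offspring fed HF, maternal HF feeding came with lower striatal and blood transcripts. All 12 striatal neuron markers, which mark the medium spiny neurons of the reward circuit, were lower in HF_HF than in LF_HF (median -0.40, 9.70 ± 0.54 against 10.1 ± 0.54, SD, n = 10 per group, 8 of 10 animals, adjusted p = 7.73e-05, and adjusted p = 0.968 with an estimated correlation). That estimated correlation was 0.769, well above the preset one, so the small p rests on treating the markers as nearly independent. Permuting animals, a test chosen after the results were seen, gave p = 0.0995 for the difference in their mean level. Drd2 (-0.43, SE 0.20) and Gng7 (-0.47) had the smallest p, followed by Rxrg (-0.38), Pde1b (-0.37), Tac1 (-0.58) and Drd1 (-0.58), and none passed. All 5 blood transcripts were lower as well (median -0.34, 8.03 ± 0.26 against 8.44 ± 0.35, 9 of 10 animals, adjusted p = 7.73e-05, and adjusted p = 0.263 with an estimated correlation). Over 20 alternative settings the blood median ran from -0.43 to -0.16. Within that list Hba-a1 (-0.50, SE 0.17), Alas2 (-0.32) and Ngp (-0.15), each with an adjusted p of 0.0231, and S100a8 (-0.74, SE 0.30, adjusted p = 0.0283) fell, and S100a9 (-0.34, adjusted p = 0.0634) did not pass. Thalamic and hypothalamic markers were lower in 14 of 15 genes (median -0.22, adjusted p = 0.472) and oligodendrocyte markers in 16 of 17 (median -0.08, adjusted p = 0.614), and neither list passed. Immediate early genes were lower in 12 of 19 (median -0.11, 8 of 10 animals) and did not pass (adjusted p = 0.424). With the first principal component as a covariate they did (adjusted p = 0.00018).

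Nuclear transport and citrate cycle genes were higher in HF_HF, though neither list passed with the first principal component as a covariate (adjusted p = 0.124 and 0.0581). These lists, and those of the respiratory complexes, were chosen with knowledge that the study names such pathways, so they are not independent evidence. Of 16 nuclear transport genes 12 were higher and 4 lower (median 0.06, 8 of 10 animals, adjusted p = 0.00923, and adjusted p = 0.168 with an estimated correlation), with Ran at 0.17 (SE 0.060). Of 21 citrate cycle genes 13 were higher and 8 lower (median 0.04, 8 of 10 animals, adjusted p = 0.0136, and adjusted p = 0.263 with an estimated correlation), with Mdh1 at 0.40 (SE 0.19), Mdh2 at 0.16 and Pdhb at 0.14. Choroid plexus markers were higher in all 12 genes (median 0.14, 6 of 10 animals, adjusted p = 0.0373, and adjusted p = 0.995 with an estimated correlation). The choroid plexus call was lost without any 1 of cages 10, 11, 14, 20 and 23 (adjusted p 0.0543 to 0.251) and with the component (adjusted p = 0.0762), and the citrate cycle call without cage 4 (median 0.02, adjusted p = 0.0983) or cage 20 (median 0.02, adjusted p = 0.132). Over all 20 alternative settings the choroid plexus call was lost in 11. The citrate cycle median was 0.08 without cage 14 and 0.06 without cage 23, and the choroid plexus median was 0.09 without cage 14 and 0.23 without cage 21.

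At the level of single genes limma called 0 of 14350 probes for maternal diet in offspring fed HF. An unadjusted p under 0.05 was found for 637 (175 up, 462 down), and the regularised and plain t-tests called 0. With each cage left out in turn the 637 became 287 (without cage 4) to 1520 (without cage 21). The clock gene Per2 was lower in all 10 HF_HF animals (9.53 ± 0.14 against 9.82 ± 0.18, -0.29, SE 0.073, p = 0.000577). Its other probe, the more intense of the 2 and the one used in the clock list (-0.30, SE 0.082, p = 0.00146), fell when tested within the 16 measured clock genes alone (adjusted p = 0.0234), although the list did not pass (adjusted p = 0.975). Dnase1l2 (-0.24, SE 0.055, p = 0.0002, -0.17 for its other probe) and Ece2 (-0.22, SE 0.054, p = 0.000522) had the other smallest p, with an adjusted p of 0.853 for each. Masp2 (-0.20, SE 0.051) and Rrp1b (-0.29, SE 0.074) followed, but their other probes gave -0.03 (p = 0.666) and -0.09 (p = 0.172). Cartpt, whose peptide restrains feeding, was lower in 9 of 10 animals (-0.56, SE 0.28, p = 0.0591). Hcrt (-0.56, SE 0.54), Pmch (-1.03, SE 0.96), Npy (0.13), Lss (-0.13), Sc4mol (-0.01), Srebf1 (-0.10), Pparg (0.10), Nr1d1 (-0.02) and Cebpb (0.04) had p of 0.172 or more.

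Choroid plexus markers, the genes of the tissue that makes cerebrospinal fluid, had a lower mean after post-weaning HF feeding in offspring of LF-fed dams. Their estimated correlation was 0.891, against the preset 0.01, and the list passed only at the preset. Of 100 divisions of these arrays, the real one included, 53 gave as many called lists. All 12 choroid plexus markers were lower in LF_HF than in LF_LF (median -0.37, 7.64 ± 0.79 against 8.09 ± 0.71, SD, n = 10 per group), yet only 6 of 10 animals lay below the LF_LF mean, and Ttr differed by -1.38 (SE 0.91, list adjusted p = 3.01e-05, and adjusted p = 0.968 with an estimated correlation). Oligodendrocyte and myelin markers were lower in 15 of 17 genes (median -0.10, 6 of 10 animals, adjusted p = 0.00252, and adjusted p = 0.968 with an estimated correlation), including Pllp (-0.27, SE 0.11) and Mag (-0.25). Citrate cycle genes, opposite to the maternal comparison above that shares LF_HF, were lower in 15 of 21 (median -0.06, 9.71 ± 0.12 against 9.85 ± 0.23, 9 of 10 animals, adjusted p = 0.00539, and adjusted p = 0.324 with an estimated correlation), with Mdh2 at -0.22 and Sdhd at -0.69 (SE 0.37). The citrate cycle median was -0.11 without cage 11, -0.09 without cage 14, and -0.03 without cage 6 or without the arrays that correlated least with the rest, and the oligodendrocyte median was -0.21 without cage 11 and -0.06 without cage 9. Imprinted genes were lower in 15 of 22 (median -0.09, 7 of 10 animals, adjusted p = 0.0351, and adjusted p = 0.968 with an estimated correlation), Snrpn by -0.13.

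Innate immune and blood transcripts were higher in the same animals, and the innate immune list is close to a pathway that the study names, so it is not independent evidence. Of 17 innate immune genes 14 were higher and 3 lower (median 0.08, 7 of 10 animals, adjusted p = 0.0373, and adjusted p = 0.968 with an estimated correlation), with C1qb at 0.26 (SE 0.10), Ifitm3 at 0.25 and Cd14 at 0.14. Microglial markers, whose cells also express C1qb, were higher in 12 of 16 genes (median 0.15) without passing (adjusted p = 0.0741, and adjusted p = 0.018 with the first principal component as a covariate). Heat shock and unfolded protein response genes were higher in 17 of 27 (median 0.07) and immediate early genes in 16 of 19 (median 0.06). Neither list passed (adjusted p = 0.171 and 0.424), though both did with the component (adjusted p = 1.36e-07 and 0.000952). Of 5 blood transcripts 4 were higher (median 0.13, 9 of 10 animals, adjusted p = 0.0287, and adjusted p = 0.968 with an estimated correlation). The blood level was highest in LF_HF (8.44, against 8.12 in LF_LF, 8.00 in HF_LF and 8.03 in HF_HF). That group is shared with the maternal comparison in offspring fed HF. The neutrophil genes S100a8 (0.91, SE 0.26, adjusted p = 0.011) and S100a9 (0.45, SE 0.15, adjusted p = 0.0151) rose within the list alone, while the red-cell gene Hba-a1 differed by -0.02. The innate immune and blood calls were lost without cage 8, 9 or 11 (adjusted p 0.0594 to 0.378 and 0.063 to 0.263, innate immune median 0.05 without cage 9), and the citrate cycle call without cage 4 (adjusted p = 0.388). With the first principal component as a covariate the citrate cycle call (adjusted p = 0.119) and the imprinted, innate immune and blood calls (adjusted p = 0.0762 for each) were lost. The imprinted call was lost without cage 4, 6 or 14 (adjusted p 0.0759 to 0.357, with a median of -0.05, -0.06 and 0.02), and the oligodendrocyte call without cage 14 (median -0.04, adjusted p = 0.12).

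Of the 14350 probes limma called 0 for post-weaning diet in offspring of LF-fed dams, with 793 at an unadjusted p under 0.05 (592 up, 201 down) and 0 called by the regularised and plain t-tests. With each cage left out in turn the 793 became 354 (without cage 6) to 2658 (without cage 11). Dmtf1 (10.3 ± 0.12 against 10.0 ± 0.17, 0.29, SE 0.066, p = 0.000246) and the HSP90 partner Chordc1 (10.5 ± 0.20 against 10.2 ± 0.14, 0.32, SE 0.075, p = 0.000348) were higher in all 10 animals, each with an adjusted p of 0.717. The other Dmtf1 probes gave 0.22, 0.03 and -0.25. Epas1 (0.24, SE 0.061, p = 0.000657), Fam126b (0.25, SE 0.067, p = 0.00125) and Dnajc16 (-0.19, SE 0.050, p = 0.0012) followed. The clock output gene Dbp was lower (-0.24, SE 0.073, p = 0.00337, adjusted p = 0.054 within the clock list), and the 2 probes of Ciart differed by -0.16 (SE 0.13, p = 0.222) and -0.31 (SE 0.090, p = 0.00229). The clock gene Per2 was higher (0.29, SE 0.081, p = 0.00198, and 0.23, SE 0.076, p = 0.00678 for its other probe). Npy (0.06), Cartpt (-0.08), Hcrt (-0.01), Pmch (-0.90, SE 0.87), Lss (0.09), Sc4mol (0.06), Srebf1 (0.06), Pparg (0.15), Nr1d1 (-0.07) and Cebpb (0.06) had p of 0.217 or more.

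Post-weaning HF feeding in offspring of HF-fed dams gave the single gene nearest to passing, the clock output repressor Ciart. It was 8.22 ± 0.16 in HF_HF and 8.73 ± 0.22 in HF_LF (SD, n = 10 per group, -0.51, SE 0.086, 0.701-fold), lower in all 10 animals, with p = 6.18e-06 and an adjusted p of 0.0888. Its second probe gave -0.40 (SE 0.099, p = 0.000634). Ciart passed after cyclic loess (adjusted p = 0.00649) and with array weights (adjusted p = 0.00316), and over all alternatives the smallest adjusted p of the comparison ran from 0.000881 to 1. Dbp, whose protein drives clock output, was lower in 9 of 10 animals (11.5 ± 0.18 against 11.8 ± 0.12, -0.31, SE 0.068, p = 0.000151, adjusted p of 1). Within the 16 measured clock genes alone both Ciart (adjusted p = 9.9e-05) and Dbp (adjusted p = 0.00121) fell. The clock list as a whole did not pass (adjusted p = 0.179), and its median (0.01, 9 higher and 7 lower) differed in sign from its mean (-0.04) and its test.

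**Figure D3:**
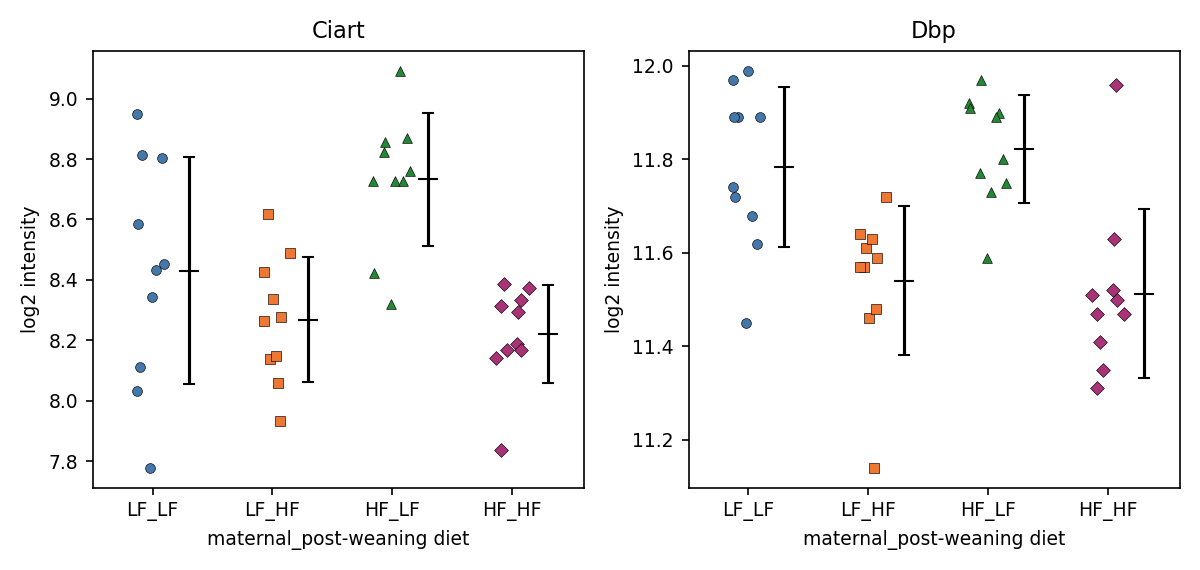
Log2 intensity of Ciart (left) and Dbp (right) in each animal (points) by group, with mean and SD beside the points. The mean of Ciart in HF_HF is 0.51 below that in HF_LF and 0.05 below that in LF_HF, and single animals of the groups overlap.

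limma called 0 of 14350 probes here, with 173 at an unadjusted p under 0.05 (107 up, 66 down), and the regularised and plain t-tests called 0. The glucose transporter of the blood-brain barrier, Slc2a1, was lower in all 10 animals (11.1 ± 0.17 against 11.4 ± 0.20, -0.28, SE 0.081, p = 0.002, adjusted p of 1), and fell within the insulin and mTOR list alone (adjusted p = 0.046) and the endothelial list alone (adjusted p = 0.034). Lrrc75a (0.19, SE 0.047, p = 0.000491, 0.16 and 0.13 for its other probes) and Itgad (-0.34, SE 0.097, p = 0.00215) were the others with the smallest p. The hypothalamic peptide Pmch had the largest difference of the feeding genes and the widest spread (7.97 ± 2.36 against 9.34 ± 2.30, -1.37, SE 0.95, p = 0.164). Hcrt (-0.86, SE 0.58), Cartpt (-0.34), Npy (0.16), Lss (-0.09), Sc4mol (-0.02), Srebf1 (0.01), Pparg (0.08), Nr1d1 (-0.09, and -0.11 for its other probe) and Cebpb (0.07) had p of 0.149 or more.

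Striatal neuron markers and glucocorticoid targets were lower in HF_HF than in HF_LF. The HF_LF animals are also those of the maternal comparison in offspring fed LF. Only that group stood high for glucocorticoid targets (9.38, against 9.22 in LF_LF, 9.22 in LF_HF and 9.24 in HF_HF). All 12 striatal markers were lower (median -0.38, 9.70 ± 0.54 against 10.1 ± 0.42, 8 of 10 animals, adjusted p = 2.73e-09, and adjusted p = 0.59 with an estimated correlation), led by Gng7 (-0.46, SE 0.18), Pde1b (-0.39) and Tac1 (-0.56). The estimated correlation between these markers was 0.722, well above the preset one, so the small p rests on treating them as nearly independent. Permuting animals, a test chosen after the results were seen, gave p = 0.115 for their mean difference of -0.36. Of 15 glucocorticoid targets 14 were lower (median -0.11, 9.24 ± 0.13 against 9.38 ± 0.11, 9 of 10 animals, adjusted p = 2.06e-07, and adjusted p = 0.168 with an estimated correlation), led by Fkbp5 (-0.27, SE 0.085), Ddit4 (-0.28), Sgk1 (-0.32), Nfkbia (-0.19) and Plin4 (-0.41). Thalamic and hypothalamic markers were lower beside them in 14 of 15 genes (median -0.27, 8 of 10 animals, adjusted p = 0.000135, and adjusted p = 0.968 with an estimated correlation), Gbx2 by -0.86. Oligodendrocyte and myelin markers were lower in 14 of 17 (median -0.10, 6 of 10 animals, adjusted p = 0.0333, and adjusted p = 0.995 with an estimated correlation). Without cage 23 the median was -0.58 for striatal, -0.20 for glucocorticoid and -0.23 for oligodendrocyte genes, and without cage 20 it was -0.17 for glucocorticoid and -0.50 for thalamic and hypothalamic genes, whose median was -0.46 without cage 12. Without the arrays that correlated least with the rest it was -0.51 for thalamic and hypothalamic and -0.23 for oligodendrocyte genes.

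**Figure D4:**
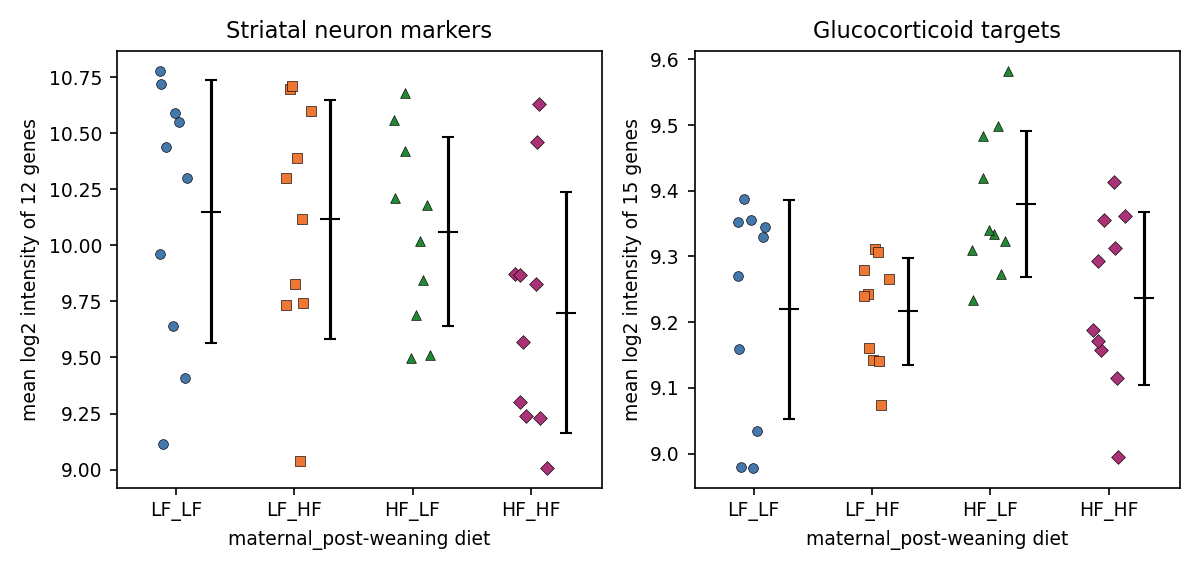
Mean log2 intensity of 12 striatal neuron markers (left) and 15 glucocorticoid targets (right) in each animal (points) by group, with mean and SD beside the points. The mean of HF_HF is the lowest for the striatal markers and that of HF_LF the highest for the glucocorticoid targets, and single animals overlap.

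Immediate early, stress-protein and microglial genes were higher in HF_HF than in HF_LF. Immediate early genes were lowest in HF_LF (8.89, against 9.05 in LF_LF, 9.13 in LF_HF and 9.02 in HF_HF). That group is shared with the maternal comparison in offspring fed LF. Of 19 immediate early genes 17 were higher (median 0.15, 9.02 ± 0.24 against 8.89 ± 0.18, 7 of 10 animals, adjusted p = 0.000135, and adjusted p = 0.946 with an estimated correlation), with Bdnf at 0.24 (SE 0.11) and Npas4 at 0.24. Heat shock and unfolded protein response genes were higher in 22 of 27 (median 0.05, 7 of 10 animals, adjusted p = 0.00131, and adjusted p = 0.768 with an estimated correlation), Chac1 by 0.23 (SE 0.076). Microglial markers were higher in 13 of 16 (median 0.06, 6 of 10 animals, adjusted p = 0.0373, and adjusted p = 0.968 with an estimated correlation), Fcrls by 0.19. Without cage 23 the immediate early list had a median of 0.04 (adjusted p = 0.778) and the stress-protein list one of 0.02 (adjusted p = 0.282), and without cage 20 the latter had a median of 0.02 (adjusted p = 0.508). The stress-protein median was 0.14 without cage 21, and 0.08 without cage 12 or without the arrays that correlated least with the rest, and the microglial median was 0.09 without cage 20 and 0.04 without cage 21. Without cage 21 the adjusted p was 0.0881 for glucocorticoid targets (median -0.06) and 0.264 for thalamic and hypothalamic markers, and the oligodendrocyte and microglial calls were lost without cage 1, 10, 12 or 21 (adjusted p 0.079 to 0.705 and 0.0521 to 0.241, oligodendrocyte median -0.02 without cage 1 and -0.06 without cage 10) and with the first principal component as a covariate (adjusted p = 0.0762 and 0.06).

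No gene passed for the interaction of the 2 diets, the test of whether the response to post-weaning diet depends on the dam. limma called 0 of 14350 probes over the 40 arrays, 138 had an unadjusted p under 0.05 (48 up, 90 down), and the regularised and plain t-tests called 0. Per2 had the smallest p (-0.34, SE 0.11, p = 0.00275, adjusted p = 0.998), with means of 9.54 in LF_LF, 9.82 in LF_HF, 9.58 in HF_LF and 9.53 in HF_HF. Map3k8 (-0.20, SE 0.065, p = 0.00412), Esco1 (-0.23, p = 0.00513), Zfp873 (-0.20, p = 0.00544) and Bhlhb9 (-0.19, p = 0.00589) came next. Without the background filter, 1 of 25697 probes, A430078G23Rik, passed (adjusted p = 0.0374), and over all alternatives the smallest adjusted p ran from 0.0374 to 1.

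The 2 comparisons that share HF_HF, maternal diet in offspring fed HF and post-weaning diet in offspring of HF-fed dams, had 0 called probes in common. At an unadjusted p under 0.05, 10 probes were higher and 8 lower in both, and 1 had opposite signs, where independent lists would share 1.3 and 2.12. Their log2 differences had a correlation of 0.258, below the median of 0.616 that the shared group alone gave in 100 simulations (-0.282 to 0.908). With the HF_HF animals divided between the 2 comparisons, the median correlation was -0.134.

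Respiratory, lipid and feeding pathways passed in none of the 4 diet comparisons. Of 41 lists tested, 22 shifts passed at the preset correlation, 12 of them also with the first principal component as a covariate, 0 passed with an estimated correlation (smallest adjusted p = 0.168) and 0 with a rotation test (smallest adjusted p = 0.392). Respiratory complexes I, II with III, IV and V did not pass (adjusted p 0.18 to 0.975), nor did cholesterol synthesis (0.414 to 0.763), fatty acid oxidation and PPAR targets (0.64 to 0.776), nuclear receptors with RXR (0.756 to 0.975) or the feeding circuits (0.752 to 0.975).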

Values the study reported

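For the brain, the study reported 0 differentially expressed genes (FDR under 5%) for maternal diet in offspring fed LF and 129 in offspring fed HF. For post-weaning diet it reported 7 brain genes in offspring of LF-fed dams and 271 in offspring of HF-fed dams. Expression changes of most genes were given as 1.2 to 1.6 fold. For the cohort used for molecular work, the study gave 9 weeks as the age at which offspring were killed and weighed and blood glucose was measured.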

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

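All tests in this part were chosen after the results were seen, except the tests of time of day and of a single breeding cage, which were written down once the pattern had been seen but before their own values were computed.

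The striatal neuron markers gave an interaction of the diets of -0.30 (adjusted p = 0.0142, and adjusted p = 0.884 with an estimated correlation), because they were low only in HF_HF (9.70 ± 0.54, against 10.2 ± 0.59, 10.1 ± 0.54 and 10.1 ± 0.42 in LF_LF, LF_HF and HF_LF). Uneven regional make-up of the brain samples may explain this, since the markers moved together between animals of the same group (mean correlation 0.787), in the way that more or less striatum in a sample would move them. Chance between 10 and 10 animals may explain it as well, as permuting animals gave p = 0.115 for the difference of -0.36 from HF_LF and p = 0.0995 for that of -0.42 from LF_HF. A lower striatal neuron content in HF_HF would need a dissected striatum to be told from these.

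The clock output genes Ciart and Dbp were lower together in HF_HF than in HF_LF (mean difference -0.41), the comparison in which they were picked for having the smallest p. An effect of post-weaning diet is consistent with the offspring of LF-fed dams, where the mean difference was -0.20 (-0.40 to -0.01, permutation p = 0.0429). A different time of day at sampling could also lower both, and would be likely to raise the opposite-phase genes Clock, Npas2 and Arntl, whose mean difference was 0.0363 (-0.17 to 0.25, permutation p = 0.723), while Nfil3, which also runs opposite to Dbp and was chosen after its values were seen, was higher in both post-weaning comparisons (0.23, SE 0.093, p = 0.0202 and 0.21, SE 0.092, p = 0.0299), so that this explanation cannot be told apart from diet. Other clock genes, also named after their values were seen, were mixed. Per2 was higher in offspring of LF-fed dams (0.29, limma p = 0.00198) but not of HF-fed dams (-0.05, limma p = 0.463). Nr1d1 (-0.07 and -0.09) and Per3 (0.09 and 0.07) moved little in the 2 comparisons. Nr1d2 differed by -0.39 (SE 0.21, limma p = 0.0811) and -0.17 (SE 0.25, limma p = 0.494). Its other probe gave -0.31 and -0.13 (limma p = 0.246 and 0.644). A single breeding cage is an unlikely source of the fall of Ciart and Dbp. With each cage left out in turn the smallest fall of Ciart was -0.477 and that of Dbp -0.283. A record of the sampling hour would separate the first 2 explanations.

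The other 3 interactions were found for glucocorticoid targets (-0.134, adjusted p = 0.00331, and adjusted p = 0.445 with an estimated correlation), choroid plexus markers (0.372, adjusted p = 3.22e-06, and adjusted p = 0.625 with an estimated correlation) and blood transcripts (-0.32, adjusted p = 0.0135, and adjusted p = 0.445 with an estimated correlation).

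Single animals stood apart from the 9 others of their group for 15 of the 152 sets of values examined, where 7.6 would by chance. Clock genes held 5 of these values. Whether that exceeds their share of the 34 probes examined was not tested. Ciart was 7.84 in HF_HF_5 (others 8.14 to 8.38). Dbp was 11.1 in LF_HF_8 (others 11.5 to 11.7) and 12 in HF_HF_9 (others 11.3 to 11.6). Per2 was 9.24 in HF_LF_7 (others 9.5 to 9.78), and Nr1d1 was 8.54 in LF_HF_1 (others 8.13 to 8.31). Cartpt was 10.1 in HF_HF_6 (others 7.76 to 8.87). Plin4 was 7.6 in HF_LF_9 (others 8.54 to 9.6), against the direction of the glucocorticoid targets in its group. Map3k6 was 7.57 in LF_LF_9 (others 7.09 to 7.3). Itgad was 7.28 in HF_LF_2 (others 6.41 to 6.86) and 6.9 in HF_HF_6 (others 6.14 to 6.47). Pparg was 7.54 in HF_LF_6 (others 6.71 to 7.13), where Dmtf1 was 10.5 (others 9.85 to 10.2). Bhlhb9 was 11 in LF_HF_8 (others 11.2 to 11.4). Esco1 was 6.96 in LF_HF_5 (others 6.65 to 6.81). Lrrc75a was 6.14 in LF_LF_2 (others 6.39 to 6.56).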

How the results depend on the processing

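Settings with principal components as covariates, and the list tests without the arrays that stand apart, were chosen after the results were seen, and all other settings were chosen before the data were examined.

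The count of 0 called probes held under all 28 alternatives for maternal diet in offspring fed LF (smallest adjusted p 0.0822 to 1), all 27 in offspring fed HF (0.111 to 1) and all 26 for post-weaning diet in offspring of LF-fed dams (0.192 to 1). For post-weaning diet in offspring of HF-fed dams it held under 17 of 26. There 1 probe, of Ciart, was called after cyclic loess (adjusted p = 0.00649), with array weights (0.00316), with 1 principal component as a covariate (0.00296) and with 1 component over all 40 arrays (0.00829). The 2 probes of Ciart were called with 2 (0.00134), 4 (0.00133) or 6 components (0.00207), and over all 40 arrays with 2 (0.000881) or 4 (0.00248), and over all 26 alternatives the smallest adjusted p ran from 0.000881 to 1. For the interaction 25 of 26 alternatives called 0, and without the background filter 1 probe, A430078G23Rik, was called (adjusted p = 0.0374, range over the alternatives 0.0374 to 1).

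Of the 22 list shifts, 0 were called with an estimated correlation and 0 with fry. With the cage as a random block 25 shifts were called, after cyclic loess 20, without the filter 22, with 1 component as a covariate 19, and with each cage left out in turn 19 to 27. These included 22, 19, 19, 12 and 17 to 20 of the original 22, the others being shifts called only under that setting. With the component, immediate early, stress-protein and microglial genes were newly called as lower for maternal diet in offspring fed HF (adjusted p = 0.00018, 0.00516 and 0.00516). For post-weaning diet in offspring of LF-fed dams the same lists were newly called as higher (adjusted p = 0.000952, 1.36e-07 and 0.018), and thalamic and hypothalamic markers as lower (0.0377). Some losses of a call were not named above. Of 20 settings each, 9 kept the choroid plexus call for maternal diet in offspring fed HF, and 11 the oligodendrocyte call in those fed LF. For post-weaning diet 12 kept the imprinted and 13 the innate immune call in offspring of LF-fed dams. The oligodendrocyte call in those of HF-fed dams was kept by 12. All settings but the estimated correlation and fry used the preset correlation between genes, so the calls they kept do not test it. Over 440 values of the 22 shifts, 338 kept the call and 102 lost it, and in 3 of these the median turned in sign. The imprinted genes for post-weaning diet in offspring of LF-fed dams (median -0.0896) had a median of 0.0183 without cage 14 (adjusted p = 0.242, range over the cages left out -0.123 to 0.0183), although the test kept its direction. In the other 2 the test turned as well, both for the oligodendrocyte and myelin markers for maternal diet in offspring fed LF (median -0.0766), which were 0.0169 without cage 23 (adjusted p = 0.913, range over the cages left out -0.197 to 0.0169) and 0.0221 without the arrays that stand apart (adjusted p = 0.911). With each cage left out in turn, the median ran from 0.0522 to 0.158 for glucocorticoid targets in that comparison and from -0.197 to -0.0643 for post-weaning diet in offspring of HF-fed dams, and that of striatal markers ran from -0.52 to -0.307 for maternal diet in offspring fed HF and from -0.577 to -0.252 for post-weaning diet in offspring of HF-fed dams.

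The correlation of 0.258 between the comparisons that share HF_HF became -0.134 when its animals were divided between them. Of the 6 tests of body measures that passed, 0 passed on cage means (adjusted p of 0.114 or more, with 4 or 5 cages per group), although the size of the differences was similar. For 4 of the 6 the cage means gave the smallest p that so few cages allow (0.0286 or 0.0159), so the number of cages set their loss.

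No paired analysis was possible by replicate number because these numbers only name animals and link none of them across groups. Cages do link some animals. Fitted as a random block (consensus correlation -0.0614 to -0.0298) they changed no count of called probes. For post-weaning diet the cage as a fixed block compares animals within cages that held both diets, only 2 for LF-fed and 3 for HF-fed dams. It called 0 in offspring of LF-fed dams (smallest adjusted p = 1) and 0 in offspring of HF-fed dams (0.939).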

Other observations

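All tests in this part were chosen after the results were seen, except the random divisions for called lists, which were written down before their own results were computed.

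Averaged over both maternal diets, the clock output genes Dbp (-0.28, SE 0.050, adjusted p = 0.0342) and Ciart (-0.35, SE 0.068, adjusted p = 0.0421) were lower with post-weaning HF feeding, the only 2 of 14350 probes that passed in limma over the 40 arrays (798 at an unadjusted p under 0.05). This Ciart probe is the one given second in the report, and the one given first there did not pass (-0.34, adjusted p = 0.417). With 1, 2 or 4 principal components as covariates 3 probes passed, all of Ciart and Dbp (smallest adjusted p 0.000279 to 0.00335). Averaged over both post-weaning diets, limma called 0 probes for maternal diet without covariates (smallest adjusted p = 0.525, 608 at an unadjusted p under 0.05), 1 with 1 component (the endothelial adhesion gene Icam2, -0.18, SE 0.034, adjusted p = 0.0443), 5 with 2 components and 0 with 4. The 5 were Icam2, Egr2 (-0.54), the myelin gene Mbp (-0.19), the glucocorticoid target Plin4 (0.59) and Sbk1 (-0.28), named after their values were seen.

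The first principal component, with scores from -23.6 to 39.3, was above 0 in 15 arrays (5 LF_LF, 2 LF_HF, 4 HF_LF and 4 HF_HF). Diet group is an unlikely source, since groups held at most 27.3% of the variance of the score (upper bound of the 95% interval, permutation p = 0.551), while the breeding cage cannot be told apart from other sources, with an upper bound of 59% (permutation p = 0.456). Different amounts of transcript in the tissue are an unlikely main source, because 2 probes of 1 gene had loadings with a correlation of only 0.139 on this component against 0.826 on the second, over 1793 genes (difference -0.74 to -0.63). They may still have a part in it, since thalamic and hypothalamic markers had a mean level with a correlation of -0.359 with the score (-0.847 with the second), and Pmch, Hcrt, Avp and Oxt, named after their values were seen, had the most negative loadings, on a side that held 21.7% of the squared loadings. A measurement effect that acts on probes, as from RNA quality or hybridisation, may therefore underlie most of it, and array positions or RNA integrity values would test this.

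Random divisions of the animals did not exclude chance for the number of called lists. They were as many as the real 4, 5, 6 and 7 in 59, 71, 53 and 49 of 100 divisions, the real one counted as 1 of each 100 (highest other counts 16, 18, 20 and 19), so the list shifts of the report are no more than random groups of these arrays often give. For called probes the real count was 0, so every division gave as many by definition (100 of 100 for arrays in every comparison, and 100 of 100 and 35 of 35 for whole cages in offspring fed LF and HF), which decides nothing about chance. At an unadjusted p under 0.05 the other divisions gave median counts of 331, 434, 423 and 363, against the real 198, 637, 793 and 173. As many were found in 69, 31, 28 and 83 of 100 divisions. For the interaction the median was 376 against 138, with as many in 93 of 100. Few divisions of the arrays called any probe, namely 5 for maternal diet in offspring fed LF (highest count 2718), 1 in offspring fed HF (740), 4 for post-weaning diet in offspring of LF-fed dams (4188), 1 in offspring of HF-fed dams (3329) and 2 for the interaction (2740). With whole cages moved the highest counts were 0 and 2. The divisions with high counts point to a structure among the arrays, since over the 4 comparisons, with the real groupings left out, the 11 with a called probe had sides that differed by a median of 26.6 in mean score on the first principal component, against 6.29 in the 385 without (5.33 against 3.56 on the second).

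The number of called probes for maternal diet in offspring fed LF was 0. That is the same as the count quoted from the study above. In offspring fed HF it was 0. That is lower than the quoted count. For post-weaning diet in offspring of LF-fed dams it was 0. That too is lower than the quoted count. In offspring of HF-fed dams it was 0 as well, with Ciart nearest to passing. This is again lower than the count quoted above. The study counted genes, with its own Bayesian test and its own filter for expressed genes. The counts here are of probes in limma after a filter set on receptor probes, so they are not like for like. The regularised t-test, whose prior variance also depends on level, called 0 in every comparison of 2 groups. Leaving out the filter called 0 in each as well. These alternatives did not account for the lower counts, which remain unexplained. In simulated sets of mixed changes, 31.6% to 36.9% of probes changed 1.2-fold between 2 groups were called. At 1.3-fold the share was 62.9% to 68.1%, and at 1.5-fold 86.9% to 89.5%. The study's counts came from the same arrays, so the number of animals does not set them apart.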
